# Transcription factor *Sp9* is a negative regulator of D1-type MSN development

**DOI:** 10.1038/s41420-022-01088-0

**Published:** 2022-06-30

**Authors:** Zhenmeiyu Li, Zicong Shang, Mengge Sun, Xin Jiang, Yu Tian, Lin Yang, Ziwu Wang, Zihao Su, Guoping Liu, Xiaosu li, Yan You, Zhengang Yang, Zhejun Xu, Zhuangzhi Zhang

**Keywords:** Cellular neuroscience, Development of the nervous system

## Abstract

The striatum is the main input structure of the basal ganglia, receiving information from the cortex and the thalamus and consisting of D1- and D2- medium spiny neurons (MSNs). D1-MSNs and D2-MSNs are essential for motor control and cognitive behaviors and have implications in Parkinson’s Disease. In the present study, we demonstrated that *Sp9*-positive progenitors produced both D1-MSNs and D2-MSNs and that *Sp9* expression was rapidly downregulated in postmitotic D1-MSNs. Furthermore, we found that sustained *Sp9* expression in lateral ganglionic eminence (LGE) progenitor cells and their descendants led to promoting D2-MSN identity and repressing D1-MSN identity during striatal development. As a result, sustained *Sp9* expression resulted in an imbalance between D1-MSNs and D2-MSNs in the mouse striatum. In addition, the fate-changed D2-like MSNs survived normally in adulthood. Taken together, our findings supported that *Sp9* was sufficient to promote D2-MSN identity and repress D1-MSN identity, and *Sp9* was a negative regulator of D1-MSN fate.

## Introduction

The mammalian striatum, a crucial structure in the motor system, can receive and integrate excitatory inputs from the cortex, then the striatal signals flow to the internal segment of the globus pallidus (GPi) and the substantia nigra pars reticulata (SNr), which make outputs back to the cortex to control brain functions, such as movement, reward, motivation and cognitive behaviors [1]. Medium spiny neurons (MSNs), constituting 90%–95% of all neurons in the striatum, are derived from the ventral lateral ganglionic eminence (vLGE) during the embryonic period [2, 3]. Neural stem cells from the germinal zone (GZ) in the vLGE proliferate and then migrate radially to the mantle zone (MZ), where they undergo terminal neuronal differentiation to become MSNs of the striatum [4–7]. The D1-MSNs (striatonigral projection neurons) express the neuropeptide substance P (TAC1) and dopamine D1 receptor (DRD1). The D2-MSNs (striatopallidal projection neurons) express the neuropeptide enkephalin (PENK) and dopamine D2 receptor (DRD2) [1, 8, 9]. These two subpopulations of MSNs participate in two efferent pathways that functionally oppose each other and provide a balanced output from the basal ganglia [10]. This particular balance is widely believed to be crucial for normal motor control [11]. Abnormality or damage to striatal function leads to a spectrum of pathologies, such as Parkinson’s disease and Huntington’s disease, in humans [12–15]. Although previous single-cell analysis of the mouse striatum revealed diverse striatal cells in the adult striatum and the spatial distribution of different MSNs in the early postnatal striatum [16–18], the development of D1-MSNs and D2-MSNs and the mechanism by which they are targeted and integrated into striatal circuits are not fully understood. Furthermore, whether the neural stem cell pool of the vLGE exhibits diverse states and lineage plasticity in the specific time window during brain development has not been ascertained. These unresolved issues impelled us to explore lineage-targeted transcriptomics of the LGE at the single-cell level to identify key molecular determinants of MSN specification.

In this study, we identified a number of genes that were differentially expressed in two subpopulations of MSNs and a series of transcription factors that were found to be essential to the fate determination of MSNs. We demonstrated that *Sp9*-positive progenitors were common precursor cells of D1-MSNs and D2-MSNs. In particular, *Sp9*-positive progenitors formed the bridge linking neural stem cells to MSNs. As indicated in our previous study, the transcription factor *Sp9* was involved in striatal development, serving as a pivotal transcription factor for the development of D2-MSNs. Notably, in this case, *Sp9*-null mice lose most D2-MSNs, whereas the D1-MSNs development is largely unaffected [19, 20]. Accordingly, during striatal development, *Sp9* expression is downregulated in D1-MSNs, and the high level of *Sp9* expression is limited to D2-MSNs. These findings raised the possibility that the downregulation of *Sp9* expression may be necessary for the differentiation and maturation of D1-MSNs. We hypothesized that if *Sp9* expression was maintained in LGE progenitor cells and their progeny, including D1-restricted cells (pre-D1- MSNs), the fate of pre-D1-MSNs may change into D2-MSNs. To test this hypothesis, we generated *Rosa-Sp9-OE/*+ mice and obtained conditional *Sp9*-overexpression mice by crossing the *Rosa-Sp9-OE/*+mice with *Cre* reporter mice. We found that *Sp9* overexpression led to a reasonable proportion of pre-D1-MSNs developing into D2-like MSNs. Moreover, the fate switching between D1-MSNs and D2-like MSNs was gradual, and these D2-like MSNs survived normally in the adult brain.

## Results

### Single-cell transcriptome analysis delineates cellular heterogeneity in the mouse lateral ganglionic eminence

The lateral ganglionic eminence in the ventral telencephalon is the primordium of the striatum. To systematically characterize the cell types in the LGE, we dissected the LGE from the mouse subpallium (eight total samples) at embryonic day 14.5 (E14.5), which is a crucial period in which striatal medium spiny neurons emerge, and we performed single-cell RNA sequencing (scRNA-seq) using 10X Genomics Chromium technology V3 [21] (Fig. 1a). A total of 17,555 single cells were harvested, and the transcriptome was profiled. Finally, 5587 unique molecular identifiers (UMIs) (median = 3837) and 1794 genes (median = 1620) per cell were detected (Fig. 1c, d). After quality control, a final data set of 14,001 cells was obtained. Unsupervised clustering using Uniform Manifold Approximation and Projection (UMAP) revealed seventeen clusters with distinct gene expression signatures (Fig. 1b). The principal cell types found within the LGE were radial glial cells (RGCs) (e.g., markers *Dbi* and *Fabp7*), early intermediate progenitors (early IPCs)(e.g., markers *Gadd45g* and *Dll3*), cycling intermediate progenitors (cycling IPCs) (e.g., markers *Top2a* and *Cdk1*), differentiating intermediate progenitors (differentiating IPCs) (e.g., markers *Dlx2* and *Sp9*), pre-D1-MSNs (e.g., markers *Zfp503* and *Isl1*), D1-MSNs (e.g., markers *Ebf1* and *Tac1*) and D2-MSNs (e.g., markers *Gucy1b3* and *Six3*) [18, 22] (Fig. 1e). The other cell clusters expressed the markers of projection pyramidal neurons (PyN) (e.g., markers *Neurod2* and *Neurod6*), interneurons (e.g., markers *Lhx6* and *Sst*), amygdala neurons (e.g., markers *Zic1* and *Resp18*), red blood cells (e.g., markers *Hba-a2* and *Alas2*), ependymal cells (e.g., markers *Cd34* and *Cd93*), mural cells (e.g., markers *Pdgfrb* and *Vtn*), PyN intermediate progenitors (PyN IPCs) (e.g., markers *Neurog2* and *Eomes*), Cajal-Retzius cells (e.g., markers *Reln* and *Lhx1*), Microglia (e.g., markers *C1qc* and *Aif1*) and OPC (e.g., markers *Sox10* and *Pdgfra*) [21] (Fig. 1e), which made up a small proportion of total cells within the LGE (Fig. 1b, e), and we therefore decided not to take these cell types into account in the following analyses.

**Fig. 1:**
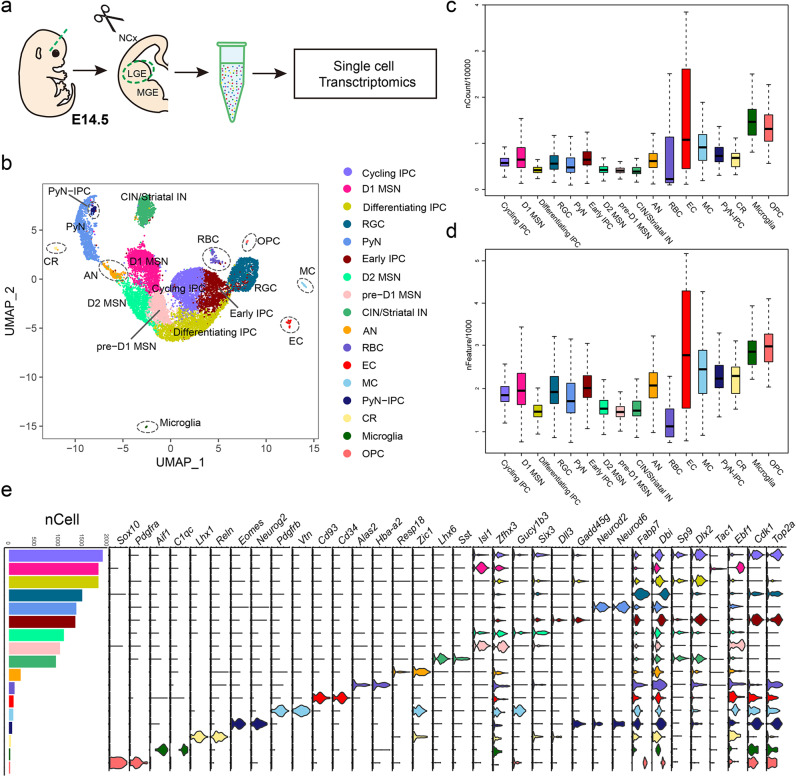
Single-cell transcriptome delineates mouse lateral ganglionic eminence cellular heterogeneity. **a** Schematic view of the experimental workflow. **b** Cellular composition of the lateral ganglionic eminence (LGE) was visualized using UMAP, and seventeen clusters were identified and annotated. Individual single-cell transcriptomes were colored on the basis of cluster identity. **c**, **d** Boxplots showed the number of unique molecular identifiers (UMIs, nCounts) per cluster (scale is in ten thousand) and the number of genes (nFeatures) detected per cluster (scale is in thousands). **e** Graph showed the number of cells per cluster. Violin plots depicted the expression of cell-type-specific marker genes for each cluster. Individual clusters was colored on the basis of cluster identity as shown in **b**. IN: interneurons, AN: amygdala neurons, RBC: red blood cells, EC: ependymal cells, MC: mural cells, CR: Cajal-Retzius cells.

### scRNA-seq reveals *Sp9*-positive progenitors are common progenitors of striatal MSNs

Striatal medium spiny neurons and neuronal progenitors made up a majority of the total cell population (Fig. 1b, e). To directly investigate the development of MSNs, all irrelevant cells, including PyNs, interneurons, amygdala neurons, red blood cells, ependymal cells, mural cells, PyN IPCs, Cajal-Retzius cells, microglia and OPCs, were filtered for downstream clustering, resulting in seven clusters, including RGCs, IPCs (early IPCs, cycling IPCs, differentiating IPCs), pre-D1-MSNs, D1-MSNs and D2-MSNs (Fig. 2a). We showed seven clusters expressing RGCs markers (*Slc1a3* and *Fabp7*), early IPCs markers (*Gsx2, Ascl1*), cycling IPCs markers (*Top2a, Nusap1*), differentiating IPCs markers (*Dlx6os1, Sp9*), pre-D1-MSNs markers (*Zfhx3, Isl1*), D1-MSNs markers (*Ebf1* and *Tac1*), and D2-MSNs markers (*Six3*, *Adora2a*) (Fig. 2b, d). Among all these cells, 9.8% were pre-D1-MSNs, 17.3% were D1-MSNs and 10.1% were D2-MSNs (Fig. 2c).

**Fig. 2:**
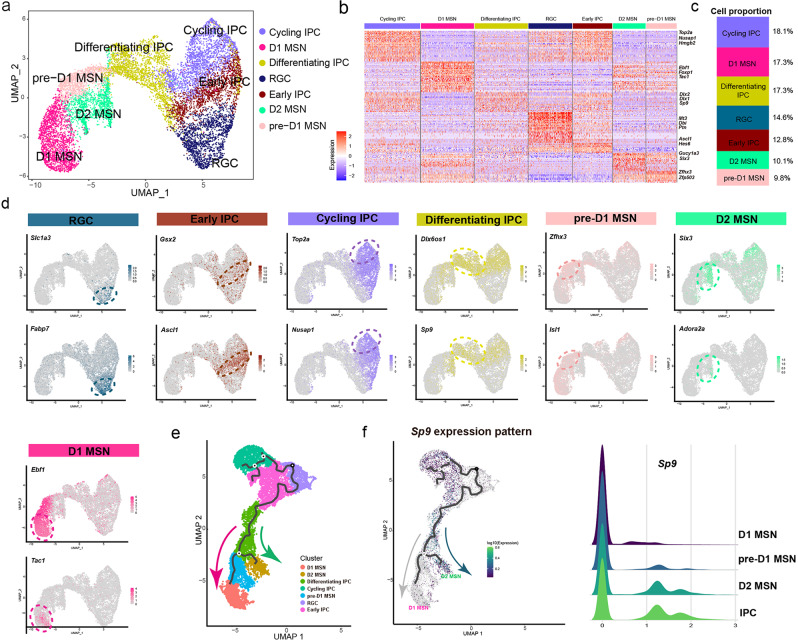
Identification of the developmental hierarchy of LGE cells. **a** The UMAP plot of LGE cells. **b** The heatmap of the LGE cells ordered by the UMAP showed in **a**. Each column represents expression in one cell, and each row represents expression of one gene. **c** The proportions of distinct clusters among total LGE cells. **d** UMAP plots of the expression levels of selected marker genes in the seven subpopulations. **e** Monocle3 revealed predicted lineage trajectories from RGC in the LGE; each point represents a cell and is colored on the basis of cluster identity. **f** *Sp9* expression pattern in the predicted lineage trajectories, and ridge plots shows *Sp9* expression distribution in the MSN Progenitor, pre-D1 MSN, D1 MSN, and D2 MSN.

To further investigate cell trajectories during MSN development, we utilized Monocle3, a statistical framework for inferring branching lineage assignments and developmental distances. Cell lineage development was predicted to start from radial glial cells passing through intermediate progenitors, after which two distinct trajectories were identified that led to either a D1-MSN or a D2-MSN fate (Fig. 2e). The trajectories showed that *Sp9*-positive progenitors were located between radial glial cells and MSNs, supporting the hypothesis that *Sp9*-positive progenitors serve as a transitional cell type and are common MSN progenitors. Notably, a series of transcription factors identified previously were expressed in these progenitors, including *Dlx1/2* [23], *Dlx5/6* [24, 25], and *Ascl1* [26, 27], indicating that they play vital roles in MSN differentiation. In this study, we showed the *Sp9* expression pattern in the trajectories, which revealed that *Sp9* was widely expressed in D2-MSNs and IPCs (early IPCs, cycling IPCs and differentiating IPCs), but was not expressed in pre-D1-MSNs or D1-MSNs (Fig. 2e, f). Taken together, the single-cell transcriptomics data support the hypothesis that *Sp9*-positive progenitor cells form a bridge, which contributes to the development of striatal MSNs, and the downregulation of *Sp9* may be essential for the development of D1-MSNs.

### *Sp9*-positive LGE progenitors give rise to both D1-MSNs and D2-MSNs but *Sp9* expression is downregulated in immature postmitotic D1-MSNs

Previously, we demonstrated that a subset of *Sp9*-positive cells in the LGE subventricular zone (SVZ) expressed the proneural gene *Ascl1*, suggesting that *Sp9* is expressed in LGE progenitors [20]. We also generated *Sp9-Cre* knock-in mice [20] and fate mapping at P30 using *Sp9-Cre; Rosa-YFP* mice showed that *Sp9*-positive progenitors generated all FOXP1 (a pan postmitotic MSN marker) positive cells in the LGE, indicating that, at the population level, *Sp9*-positive progenitors gave rise to both D1-MSNs and D2-MSNs. Our single-cell transcriptome analysis confirmed this initial finding, showing a clear developmental trajectory that *Sp9*-positive progenitors could transform into both D1-MSNs and D2-MSNs. In this study, we also proved that *Sp9-Cre* expression faithfully reflected the SP9 protein pattern, as virtually all *Sp9-Cre*-positive cells expressed the SP9 protein in the LGE at E16.5 (Fig. 3a-a’). Furthermore, immunostaining clearly showed that all BCL11B^+^, ISL1^+^ and EBF1^+^ cells were labeled with GFP in *Sp9-Cre; Rosa-H2b-GFP* LGE at E16.5 (Fig. 3b–d’). However, *Sp9* (*Sp9-cre*) expression was rapidly downregulated in the immature postmitotic D1-MSNs of the LGE SVZ while *Sp9* continued to be expressed in D2-MSNs, as only a few *Sp9-Cre*-positive cells expressed ISL1, and even fewer (or no) *Sp9-Cre*-positive cells expressed EBF1 (Fig. 4a, b’). These results revealed that *Sp9* was rapidly downregulated in immature postmitotic D1-MSNs while it was expressed in common progenitors of D1-MSNs and D2-MSNs, and *Sp9* was only maintained in D2-MSNs after MSN differentiation.

**Fig. 3:**
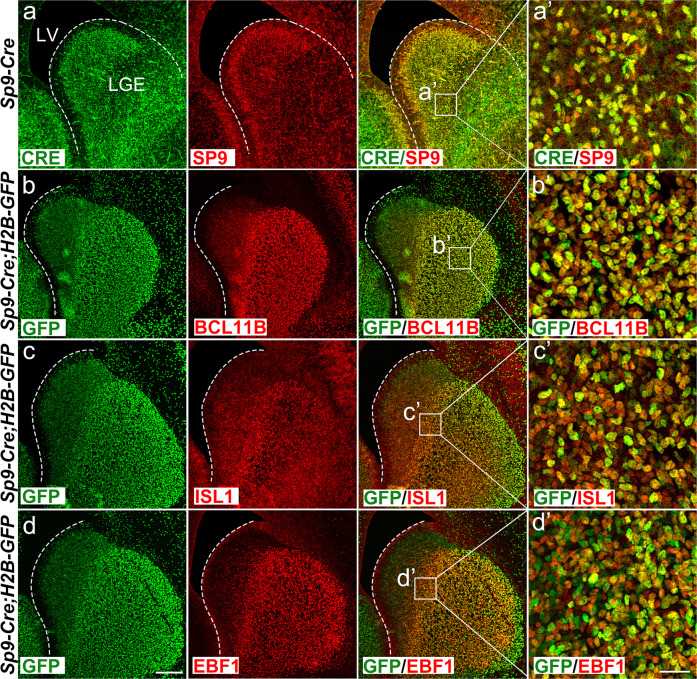
SP9^+^ LGE progenitors generate both D1-MSNs and D2-MSNs. **a** CRE/SP9 double immunostaining in the LGE of the *Sp9-Cre* mice at E16.5. **a’** Higher magnification images of CRE^+^/SP9^+^ cells in the LGE. **b** BCL11B/GFP double immunostaining in the *Sp9-Cre; H2B-GFP* LGE at E16.5. **b’** Higher magnification images of BCL11B ^+^/GFP^+^ cells in the LGE. **c** ISL1^+^/GFP^+^ double immunostaining in *Sp9-Cre; H2B-GFP* LGE at E16.5. **c’** Higher magnification images of ISL1^+^/GFP^+^ cells in the LGE. **d** EBF1^+^/GFP^+^ double immunostaining in *Sp9-Cre; H2B-GFP* LGE at E16.5. **d’** Higher magnification images of EBF1^+^/GFP^+^ cells in the LGE. Scale bars: 100 µm in **d** for **a**–**d**, and 25 µm in **d’** for **a’**–**d’**.

**Fig. 4:**
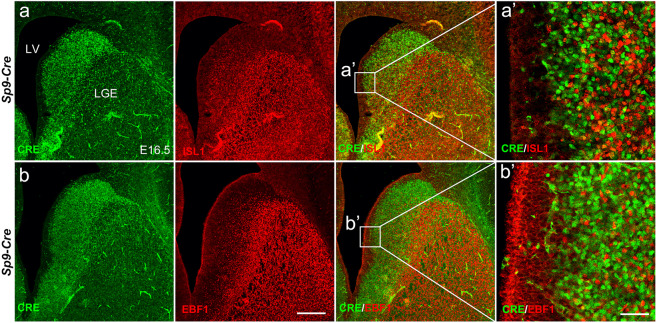
SP9 expression is downregulated in immature postmitotic D1-MSNs. **a** ISL1^+^/CRE^+^ double immunostaining in *Sp9-Cre* LGE at E16.5. **a’** Higher magnification images of the ISL1^+^/CRE^+^ cells in the LGE. **b** EBF1^+^/CRE^+^ double immunostaining in the *Sp9-Cre* LGE at E16.5. **b’** Higher magnification images of EBF1^+^/CRE^+^ cells in the LGE. Notably, nearly all ISL1^+^ or EBF1^+^ cells fail to be co-labeled with CRE (**a’** and **b’**). Scale bars: 200 µm in **b** for **a**–**b**, and 50 µm in **b’** for **a’**–**b’**.

### Generation of *Rosa-Sp9-OE/* + mice

The above observations inspired us to hypothesize that *Sp9* may play a critical role in the fate determination of D1-MSNs and D2-MSNs. Considering our previous study [20], we speculated that if *Sp9* was forcibly expressed in MSN progenitors and their descendants, more D2-MSNs and fewer D1-MSNs would be generated. Thus, we generated *Rosa-Sp9-OE/* + mice. Expression vector containing *CAG promoter-Flox-LacZ-STOP-Flox-Sp9 CDS-PolyA* was knocked into the *Rosa26* locus to get the conditional *Sp9*-overexpression mice (*Rosa-Sp9-OE/*+), the transcriptional stop signal maintained the *Sp9* gene in a transcriptionally silent state (Fig. 5a).

**Fig. 5:**
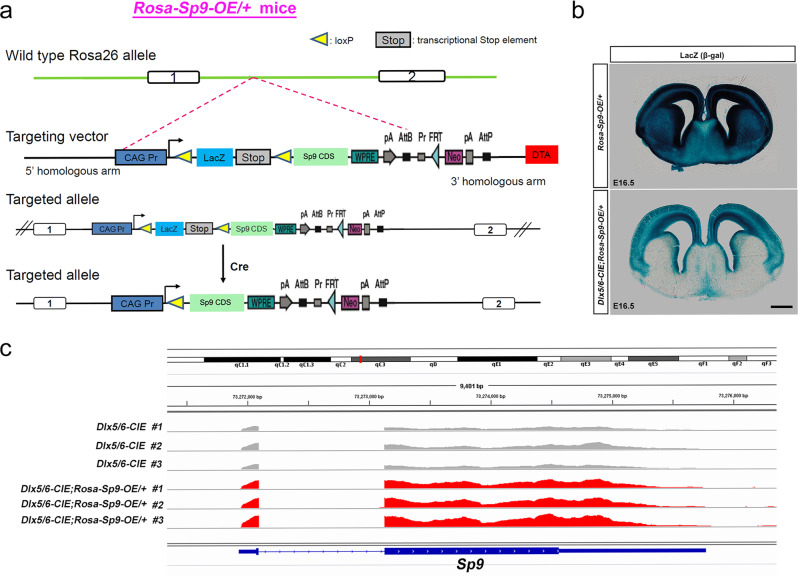
Generation of *Rosa-Sp9-OE/* *+* mice. **a** The construction strategy of generating mice with conditional *Sp9* overexpression (OE). **b** β-gal staining of *Dlx5/6-CIE* and *Dlx5/6-CIE; Rosa-Sp9-OE/* + brains at E16.5. **c** Bulk RNA-sequencing revealed higher *Sp9* expression levels (reads) in the *Dlx5/6-CIE; Rosa-Sp9-OE/* + LGE than in the control at E16.5. Scale bar: **b**, 500 µm.

We obtained *Sp9*-overexpression mice by crossing the *Rosa-Sp9-OE/* + mice with *Cre* reporter mice. Beta-gal staining confirmed that the *Rosa-Sp9-OE/* + mice exhibited widespread beta-galactosidase (LacZ) activity in the whole brain (Fig. 5b). Since almost all striatal cells and the interneurons in the cortex originated from *Dlx5/6*-positive progenitors, *Dlx5/6-CIE*-induced *Sp9*-overexpression resulted in the whole striatum and partial cortex having no beta-galactosidase (LacZ) activity, indicating the integration of a functional transgenic cassette. To further verify that *Sp9* was overexpressed in *Dlx5/6-CIE; Rosa-Sp9-OE/* + mice, we performed bulk RNA-seq to compare the mRNA level of *Sp9* in *Dlx5/6-CIE; Rosa-Sp9-OE/* + LGE with that in control group (*Dlx5/6-CIE*). 

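Bulk RNA-seq of the E16.5 LGE, the embryonic primordium of the striatum, covered 3 libraries of *Dlx5/6-CIE* controls and 3 of *Dlx5/6-CIE; Rosa-Sp9-OE/+*. Of 15102 genes compared, 3 were higher and 1 was lower in the overexpression group at an adjusted p under 0.05 from limma. Among these, *Rpsa-ps10* and *Rpl14-ps1*, both higher, and *Gm13394*, which was lower, are annotated as processed pseudogenes. The 3 pseudogenes lie outside the rule by which genes were named and were chosen after their values were seen. In 1690 genes, 11.2% of those compared, the groups did not overlap, where chance alone gives 10%. Before adjustment, 405 genes were higher and 429 lower at p under 0.05 from limma. Together these are 834 of the 15102 genes, near the share that chance alone gives at this threshold. DESeq2 on recovered reads called 20 genes higher and 14 lower, edgeR's quasi-likelihood test called 5 in all, and both sets held the 4 genes called by limma. Leaving out control replicate 1 gave 15 genes by limma, and leaving out control replicate 3 gave 11. *Xist*, the RNA that coats the inactive X chromosome, was at 2227 and 2191 CPM in control replicates 1 and 2, at 2.35 CPM in control replicate 3, and at 1.37 to 2.33 CPM in the overexpression libraries. The Y-linked gene *Kdm5d* was at 0.1 and 0.05 CPM in control replicates 1 and 2, at 73.7 CPM in control replicate 3 and at 75.8 to 80.6 CPM in the overexpression libraries. The labels give no sex. By these levels control replicates 1 and 2 differ in sex from all other libraries, so sex is not balanced between the groups. Without control replicate 3 only controls with high *Xist* are left. The 11 genes called there include *Xist*, *Kdm5d* and the sex-linked genes *Eif2s3y*, *Ddx3y* and *Uty*.

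The libraries were made by the authors from total RNA with a stranded kit after removal of ribosomal RNA. The deposited values are CPM, reads per gene scaled to an effective library size, for 15168 genes. They are whole multiples of 1 read in at least 99.97% of values per library, from which 19580372, 19410365 and 22174028 reads in the listed genes were recovered for the controls and 25126847, 21767904 and 22420424 for the overexpression group. Genes were kept at 0.5 CPM or more in at least 3 libraries and tested by limma on log2(CPM + 0.5) with Benjamini-Hochberg adjustment, a scale that understates the change of low genes. Replicates of each group differed by more than the sampling noise. The paper's methods describe littermate controls, an n of at least 3 per group and at least 3 animals per experiment. The sources used here do not say whether each library came from a separate embryo, so the p-values measure the spread between these libraries.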

As expected, the peak of the *Sp9* gene in exon 1 and exon 2 in the experimental group was much higher than that in the control group (Fig. 5c). Thus far, we have proven that *Sp9* was conditionally overexpressed in the mice that we generated.

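*Sp9*, the transcription factor encoded by the transgene, was at 149 ± 20.2 CPM (SD, n = 3) in *Dlx5/6-CIE* and at 250 ± 65.2 CPM (SD, n = 3) in *Dlx5/6-CIE; Rosa-Sp9-OE/+*, a mean 1.68 times as high. All 3 overexpression libraries lay above all 3 controls, but replicate 1 of the overexpression group, at 178 CPM, was close to the highest control, at 170 CPM, while the others reached 268 and 305 CPM. *Gt(ROSA)26Sor*, the noncoding gene at the knock-in locus, was at 13.1 ± 1.18 CPM (SD, n = 3) in the controls and at 23.1 ± 0.0772 CPM (SD, n = 3) in the overexpression group. On the log2 scale the difference was 0.72 for *Sp9* (standard error 0.19, adjusted p = 0.788 from limma) and 0.80 for *Gt(ROSA)26Sor* (standard error 0.09, adjusted p = 0.066 from limma), so neither passed 0.05 over all genes. DESeq2 on recovered reads called both, with an adjusted p of 0.00669 for *Sp9* and 6.48e-08 for *Gt(ROSA)26Sor*. Over all alternatives the adjusted p ran from 0.00669 to 1 for *Sp9* and from 1.78e-09 to 0.832 for *Gt(ROSA)26Sor*. The quasi-likelihood test of edgeR called *Gt(ROSA)26Sor* alone of the pair, with an adjusted p of 0.0483.

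*Sp9* (ENSMUSG00000068859) lies on chromosome 2 of GRCm38 (mm10) from 73271925 to 73284706. Exon 1 of its main transcript runs from 73271925 to 73272091 and holds 21 bases of coding sequence at its end. Exon 2 runs from 73273125 to 73277471, with coding sequence up to 73274555 and 3' UTR beyond. *Gt(ROSA)26Sor* lies on chromosome 6 from 113067428 to 113077333. The deposited values are 1 per gene, so coverage of single exons was not analysed here and reads of the transgene and of the endogenous gene are summed. The genetic background of chromosome 2 around *Sp9* was not tested either.

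**Figure D1:**
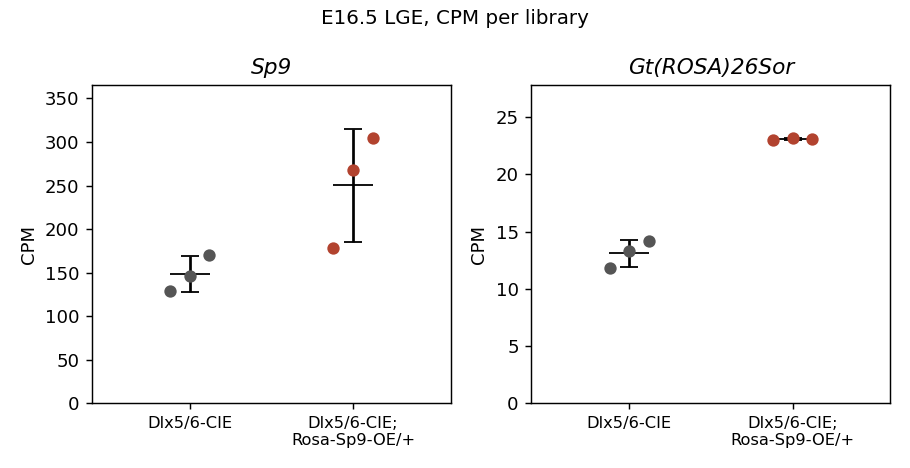
CPM of *Sp9* and *Gt(ROSA)26Sor* in each library of the E16.5 LGE, with the mean (horizontal bar) and SD (error bar) of 3 libraries per genotype. For both genes the 3 overexpression libraries sit above the 3 controls, with *Sp9* at 178 to 305 CPM against 130 to 170 CPM.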

### *Sp9* overexpression downregulates the expression of D1-MSN-specific genes and upregulates the expression of D2-MSN-specific genes

To examine the effect of *Sp9* overexpression on striatal MSN development, we bred *Rosa-Sp9-OE/* + mice with *Dlx5/6-CIE* (*Dlx5/6-Cre-IRES-EGFP*) mice [28, 29], which *Cre* activity was observed in the LGE progenitors of the developing brain. In situ hybridization showed a robust reduction in the expressions of *Drd1* and *Tac1*, markers of D1-MSNs [30–34], in the *Dlx5/6-CIE; Rosa-Sp9-OE/* + mice at E16.5, although we did not see the change of *Isl1* expression (Fig. 6a). In dramatic contrast to the decrease of D1-MSNs enriched genes, the expressions of *Drd2*, *Adora2a* and *Penk*, markers of D2-MSNs [19, 20, 22] were significantly increased (Fig. 6b), especially in the nucleus accumbens (NAc) and olfactory tubercle (OT). Moreover, bulk RNA-seq analysis further confirmed that a repertoire of D1-MSNs enriched genes, including *Drd1*, *Tac1*, *PlxnD1* and *Slc35d3*, was markedly decreased in *Dlx5/6-CIE; Rosa-Sp9-OE/* + (Fig. 6c) and *Sp9-Cre; Rosa-Sp9-OE/* + LGE at E16.5 (Table 1). 

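*Drd1*, the dopamine receptor of D1-MSNs, was at 10.4 ± 4.7 CPM (SD, n = 3) in *Dlx5/6-CIE* and at 2.88 ± 0.676 CPM (SD, n = 3) in *Dlx5/6-CIE; Rosa-Sp9-OE/+*, so its mean dropped by 72.2%, and every overexpression library lay below every control. *Plxnd1*, a semaphorin receptor, was at 201 ± 21.2 CPM (SD, n = 3) in the controls and at 150 ± 22.7 CPM (SD, n = 3) in the overexpression group, also without overlap. *Slc35d3*, a gene of the solute carrier family, was at 7.21 ± 0.652 CPM (SD, n = 3) and 5.62 ± 0.914 CPM (SD, n = 3), and its groups overlapped. *Tac1*, which encodes substance P, was at 38.7 CPM in control replicate 1 and at 12.2 and 13.8 CPM in the other controls, against 12.5 to 15.8 CPM in the overexpression group.

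The log2 fold change from limma was -1.62 for *Drd1* (standard error 0.29, adjusted p = 0.523), -0.43 for *Plxnd1* (standard error 0.11, adjusted p = 0.788), -0.34 for *Slc35d3* (standard error 0.15, adjusted p = 0.788) and -0.44 for *Tac1* (standard error 0.38, adjusted p = 0.819). Of these, DESeq2 on recovered reads called *Drd1*, with a log2 fold change of -1.85 and an adjusted p of 4.53e-05, in a range of 3.87e-09 to 0.959 over all alternatives. Without control replicate 1 the log2 fold change of *Tac1* was 0.08. Against control replicate 3, the only control with low *Xist*, the mean of the overexpression libraries differed by -1.39 for *Drd1*, -0.35 for *Plxnd1*, -0.33 for *Slc35d3* and 0.00 for *Tac1* on the log2 scale. *Plxnd1* lies on chromosome 6 from 115954811 to 115995005, 2.9 Mb from *Gt(ROSA)26Sor*. It is 1 of 24 genes within 40 Mb of that locus with an unadjusted p under 0.01 from limma, more than expected from the other chromosomes. Its lower level cannot be told apart from that pattern. Control replicate 1 also held more of the pyramidal neuron gene *Neurod6*, at 15.9 CPM against 6.72 and 1.2 CPM in the other controls and 5.02 to 5.74 CPM in the overexpression group.

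Of 15 genes listed for D1-MSNs, 12 were lower and 3 higher by value. By limma 0 passed over all genes and 4 were lower at an unadjusted p under 0.05. DESeq2 called 1 and edgeR's quasi-likelihood test 0. Adjusted over the list alone, 3 were lower, namely *Drd1*, *Plxnd1* and *Sfxn1*, and 1 was lower without control replicate 1 or without overexpression replicate 3. *Sfxn1* lies near *Drd1* on chromosome 13, from 54071869 to 54108342 against 54051183 to 54055705, so the 3 may not be separate signals. The list was shifted down against all other genes by camera (adjusted p = 0.0083), with an adjusted p = 0.593 with an estimated correlation and 0.774 without control replicate 1. It holds genes that the paper names from these libraries and is not independent evidence of their direction. For *Sp9-Cre; Rosa-Sp9-OE/+*, the first 1999 of the 15142 rows of Table 1 were used. In them the paper's log2 fold changes are -1.88 for *Drd1*, -0.96 for *Tac1*, -0.53 for *Plxnd1* and -0.56 for *Slc35d3*. The paper's p-values for them, from a test it does not name, are 1.69e-06, 0.00566, 0.00626 and 0.0544 in that order. Down these rows the p-values of the genes looked up rise from 7.78e-23 to 0.132, so the rows favour genes with low p-values. *Drd2*, *Adora2a*, *Gucy1a3* and *Penk* were also looked up and not found in them, while *Grik3* was, at 0.24. Both crosses carry the same *Rosa-Sp9-OE* allele, so for *Plxnd1* the second cross cannot separate an effect of *Sp9* from one of the allele's region.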

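In the E16.5 LGE, *Drd2*, the dopamine receptor of D2-MSNs, was at 14.2 ± 4.3 CPM (SD, n = 3) in *Dlx5/6-CIE* and at 30.2 ± 13.6 CPM (SD, n = 3) in *Dlx5/6-CIE; Rosa-Sp9-OE/+*, and the groups overlapped. *Adora2a*, an adenosine receptor of D2-MSNs, was at 17.8 ± 3.5 CPM (SD, n = 3) in the controls and at 38.9 ± 14.2 CPM (SD, n = 3) in the overexpression group, without overlap. The kainate receptor gene *Grik3* was at 281 ± 31.1 and 385 ± 63.6 CPM (SD, n = 3 each), and the guanylate cyclase gene *Gucy1a3* at 268 ± 30 and 385 ± 52.7 CPM (SD, n = 3 each), both without overlap. *Penk*, which encodes enkephalin, was low, at 3.53 ± 1.12 and 4.6 ± 0.705 CPM (SD, n = 3 each), with overlap.

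The log2 fold changes from limma were 1.00 for *Drd2* (standard error 0.32), 1.06 for *Adora2a* (standard error 0.25), 0.44 for *Grik3* (standard error 0.12), 0.52 for *Gucy1a3* (standard error 0.11) and 0.37 for *Penk* (standard error 0.22). The adjusted p over all genes was 0.788 for each of them from limma. Leaving out 1 library gave 0.67 to 1.315 for *Drd2*, 0.79 to 1.29 for *Adora2a* and 0.32 to 0.56 for *Grik3*. It gave 0.41 to 0.59 for *Gucy1a3* and 0.19 to 0.58 for *Penk*. DESeq2 on recovered reads called *Adora2a* (adjusted p = 0.0022) and *Gucy1a3* (adjusted p = 0.00375), in ranges over all alternatives of 0.0022 to 1 and 0.00156 to 1, and did not call the other 3. Against control replicate 3 alone, the overexpression mean differed by 1.21 for *Drd2*, 1.13 for *Adora2a*, 0.28 for *Grik3*, 0.50 for *Gucy1a3* and 0.45 for *Penk* on the log2 scale. Overexpression replicate 3, which had the highest *Drd2* and *Adora2a*, at 44.9 and 54.6 CPM, also had the lowest level of the microglial gene *Cx3cr1*, at 12.9 CPM against 35.8 and 54.3 CPM in its group and 48.8 to 70.4 CPM in the controls.

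Of 13 measured genes listed for D2-MSNs, 12 were higher and 1 lower by value. By limma 0 passed over all genes and 8 were higher at an unadjusted p under 0.05. DESeq2 called 3 and edgeR's quasi-likelihood test 0. Adjusted over the list alone, 6 were higher, namely *Gucy1b3*, *Gucy1a3*, *Adora2a*, *Ptprm*, *Drd2* and *Grik3*, against 0 without control replicate 2 and 3 without overexpression replicate 2. *Gucy1b3* lies near *Gucy1a3* on chromosome 3, from 82032006 to 82074689 against 82092427 to 82145789, so the 6 may not be separate signals. The list was shifted up against all other genes by camera (adjusted p = 6.76e-08), with an adjusted p = 0.56 with an estimated correlation. It too holds genes that the paper names from these libraries.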

In according with results from the in situ hybridization, D2-MSNs enriched genes, including *Drd2*, *Grik3*, *Gucy1a3* and *Penk*, were significantly increased in *Dlx5/6-CIE; Rosa-Sp9-OE/* + LGE at E16.5 (Fig. 6c).

**Fig. 6:**
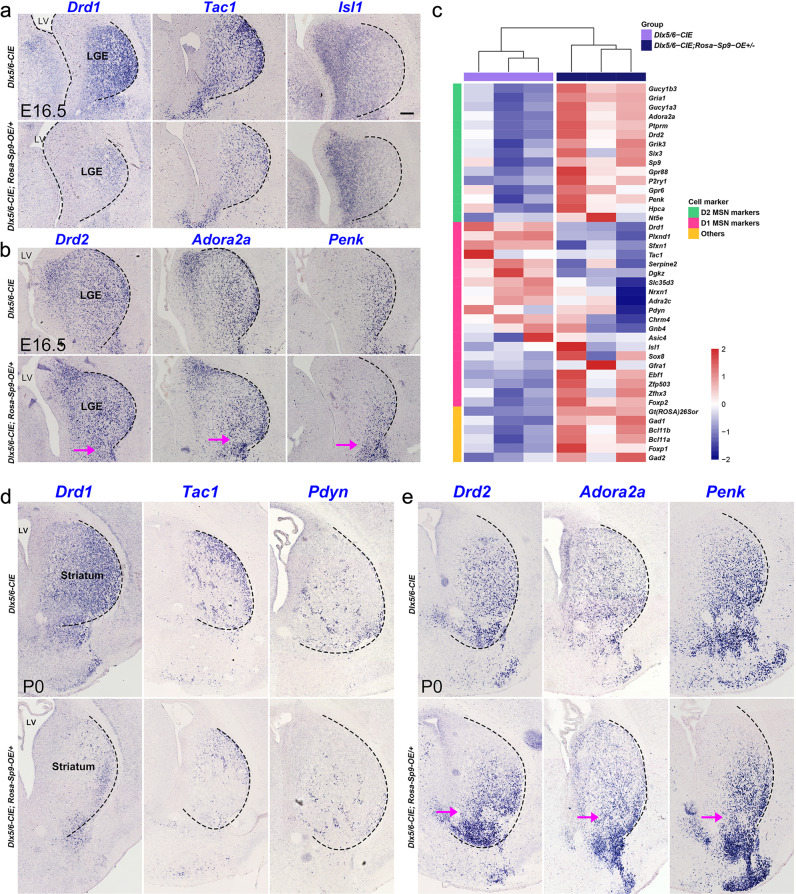
Sp9 overexpression represses the identity of D1-MSNs and promote the identity of D2-MSNs. **a** In situ hybridization staining showed a significant reduction in *Drd1* and *Tac1*, markers of D1-MSNs in the *Dlx5/6-CIE; Rosa-Sp9-OE/* + striatum, while the expression of *Isl1* was mostly unaffected in the *Dlx5/6-CIE; Rosa-Sp9-OE/* + striatum at E16.5. **b** In situ hybridization staining showed an increase in *Drd2*, *Adora2a* and *Penk*, markers of D2-MSNs in the *Dlx5/6-CIE; Rosa-Sp9-OE/* + striatum at E16.5. **c** Heatmap showing the expression levels of striatum-enriched genes (D1-MSNs enriched genes, D2-MSNs enriched genes and MSN-enriched genes) in E16.5 *Dlx5/6-CIE; Rosa-Sp9-OE/* + and *Dlx5/6-CIE* striatum (obtained from bulk RNA sequencing). **d** In situ hybridization showing that the expression of D1-MSN-enriched genes (*Drd1*, *Tac1* and *Pdyn*) were downregulated in P0 *Dlx5/6-CIE; Rosa-Sp9-OE/* + striatum. **e** In situ hybridization staining showed that D2-MSNs enriched genes (*Drd2, Adora2a and Penk*) were upregulated in P0 *Dlx5/6-CIE; Rosa-Sp9-OE/* + striatum. Magenta arrows indicate a significant up-regulation expression of *Drd2, Adora2a* and *Penk* in the ventral part of the striatum. Scale, 100 µm in **a** for **a**, **b** and **d**, **e**.

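Among genes that D1-MSNs and D2-MSNs share, *Gad1*, an enzyme of GABA synthesis, was at 211 ± 12.7 CPM (SD, n = 3) in *Dlx5/6-CIE* and at 272 ± 28.7 CPM (SD, n = 3) in *Dlx5/6-CIE; Rosa-Sp9-OE/+*, without overlap. The transcription factor genes *Foxp1* and *Bcl11b* were at 349 ± 54.9 and 647 ± 97 CPM in the controls (SD, n = 3 each) and at 416 ± 66.6 and 789 ± 139 CPM in the overexpression group (SD, n = 3 each), with overlap. *Gria1*, an AMPA receptor subunit, and *Foxp2* had log2 fold changes of 0.60 and 0.31 from limma, without overlap between the groups (standard errors 0.15 and 0.10, adjusted p = 0.788 for both). *Gria1* was called by DESeq2 (adjusted p = 0.0421), by limma without control replicate 1 (adjusted p = 0.0387) and with the authors' deposited p-values (adjusted p = 0.000811), and *Foxp2* with the latter alone (adjusted p = 0.0389), each in a range up to 1 over all alternatives. *Ppp1r1b*, which encodes DARPP-32, was at 32 CPM in control replicate 1 and at 9.6 and 9.77 CPM in the other controls, against 20.9 to 23.5 CPM in the overexpression group.

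Of 15 genes listed for MSNs of both types, 13 were higher by value, 0 passed limma over all genes and 2 were higher at an unadjusted p under 0.05. DESeq2 called 1, *Gad1*, and edgeR's quasi-likelihood test 0. Adjusted over the list alone 1 was higher, again *Gad1*, and without control replicate 1 this count was 11, while it was 0 without control replicate 2 or 3 or overexpression replicate 2 or 3. The list was shifted up by camera (adjusted p = 0.000466), with an adjusted p = 0.56 with an estimated correlation. The mean log2 level of the D2-MSN list minus that of the D1-MSN list was -0.53, -0.55 and -0.45 in the controls and 0.00, 0.28 and 0.39 in the overexpression libraries.

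From this RNA-seq and in situ hybridization at E16.5, together with in situ hybridization at P0, the paper concludes on what it calls strong evidence that overexpressing *Sp9* is sufficient to repress D1-MSN development and to promote D2-MSN development.

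**Figure D2:**
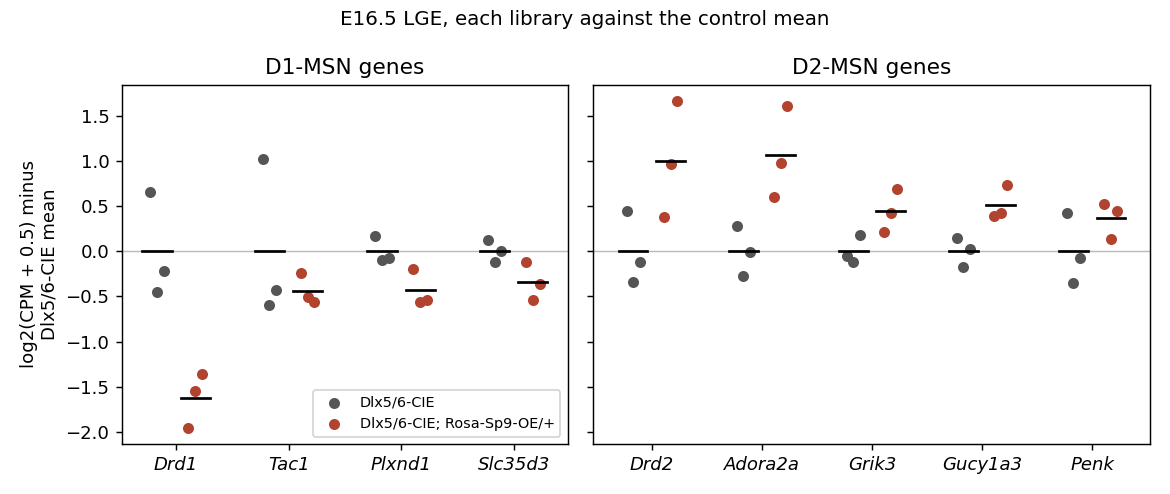
Level of the named D1-MSN and D2-MSN genes in each library of the E16.5 LGE, as log2(CPM + 0.5) minus the *Dlx5/6-CIE* mean of that gene. Points are libraries and bars are means of 3 libraries per genotype. The *Tac1* difference of -0.44 rests on 1 control library, and the *Drd1* mean lies at -1.62.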

Similarly, at P0, we obtained a consistent phenotype. We observed the increase of D2-MSNs enriched genes and the decrease of D1-MSNs enriched genes in *Dlx5/6-Cre; Rosa-Sp9-OE/* + mice than that in the control mice (*Dlx5/6-CIE*) (Fig. 6d, e). Altogether, these data provide strong evidences showing that *Sp9* overexpression is sufficient to repress the development of the D1-MSNs and promote the development of D2-MSNs.

### *Sp9* overexpression leads to a dramatic decrease in D1-MSNs and an increase in D2-MSNs in postnatal striatum

To further detect the changes of D1-MSNs and D2-MSNs in *Sp9* overexpressing mice at the postnatal stage, we performed in situ hybridization in the *Dlx5/6-CIE; Rosa-Sp9-OE/* + mice at P10. As expected, the dramatic downregulation of the expression of D1-MSN-specific markers (*Drd1, Tac1* and *Pdyn*) was seen and the remaining signals were weak and scattered in the dorsal striatum. Conversely, the expression of D2-MSN-specific markers (*Drd2, Adora2a* and *Penk)* was increased significantly (Fig. 7a, b). These results indicated that most of the D1-MSNs did not accomplish the terminal differentiation in the *Dlx5/6-CIE; Rosa-Sp9-OE /* + mice at P10, this phenotype was even more remarkable than what we saw at P0. Consistently, there was an increase of D2-MSNs in the *Dlx5/6-CIE; Rosa-Sp9-OE/* + mice compared with the *Dlx5/6-CIE* mice, especially in the ventral and lateral striatum (NAc and OT). The statistical analysis showed that the number of D1-MSNs decreased by ~70%, while the number of D2-MSNs increased by ~26% in the *Dlx5/6-CIE; Rosa-Sp9-OE/* + mice compared with that in the control mice (*Dlx5/6-CIE*) (Fig. 7c).

**Fig. 7:**
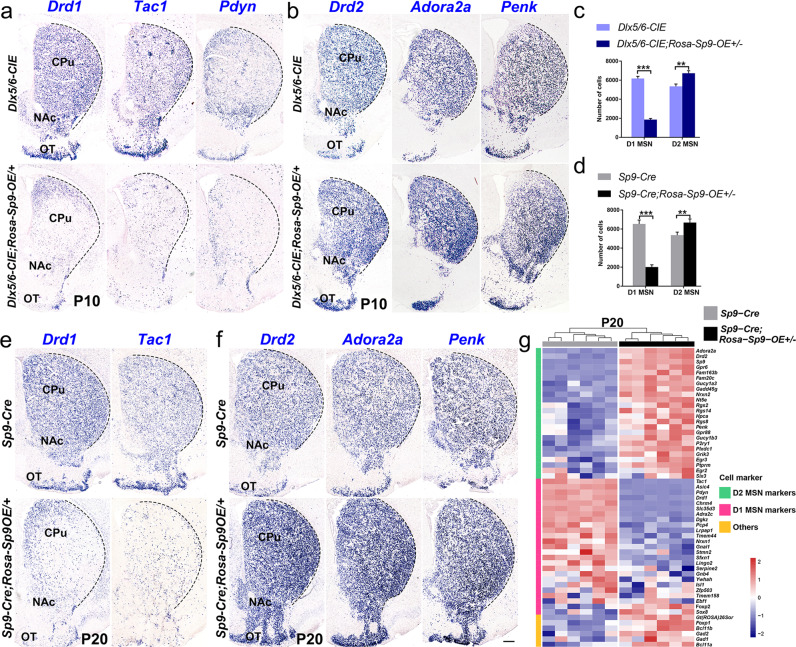
Sp9 overexpression decreases the number of D1-MSNs and increases the number of D2-MSNs. **a**–**c** In situ RNA hybridization of *Drd1*, *Tac1*, *Pdyn*, *Drd2, Adora2a* and *Penk* showing that the number of D1-MSNs was decreased by ~70% and that the number of D2-MSNs was increased by ~26% in the striatum of the *Dlx5/6-CIE; Rosa-Sp9-OE/* + mice compared to control mice at P10 (Student’s *t*-test, **p < 0.01, ***p < 0.001, *n* = 3, mean ± SEM). **d**–**f** In situ RNA hybridization showing that the number of D1-MSNs was decreased by ~70% and that the number of D2-MSNs was increased by ~25% in the striatum of the *Sp9-Cre; Rosa-Sp9-OE/* + mice compared with control mice at P20 (Student’s *t*-test, **p < 0.01, ***p < 0.001, *n* = 3, mean ± SEM). **g** The heatmap showing the expression level of MSN-enriched genes in the *Sp9-Cre; Rosa-Sp9-OE/* + and *Sp9-Cre* striatum at P20 (obtained by bulk RNA sequencing). The expression of the D1-MSN markers was greatly downregulated, and the expression of the D2-MSN markers was significantly upregulated. Scale bar: 500 µm in **f** for **a**, **b** and **e**, **f**.

We next sought to explore whether *Sp9-Cre; Rosa-Sp9-OE/* + showed a similar phenotype and we found that the number of D1-MSNs decreased by ~70%, while the number of D2-MSNs increased by ~23% at P20 when *Sp9* was forced to express by *Sp9-Cre* (Fig. 7d–f). Furthermore, bulk RNA-seq of the *Sp9-Cre; Rosa-Sp9-OE/* + striatum at P20 showed a consist result (Fig. 7g). Therefore, our results indicated that some D1-fate restricted MSNs did not differentiate normally and eventually transformed into D2-like MSNs in a slow manner in *Sp9* overexpression mice.

### Long-term survival of D2-like MSNs

As the results showed that some D1-fate restricted MSNs underwent fate change and transformed into D2-like MSNs in *Sp9* overexpressing mice. We further tested whether these D2-like MSNs can develop normally and survive to adulthood or even longer. To ascertain whether the D2-like MSNs exhibit long-term survival, we evaluated the phenotype of *Dlx5/6-CIE; Rosa-Sp9-OE/* + mice at P40 and *Sp9-Cre; Rosa-Sp9-OE/* + mice at P60 to observe the development of D1-MSNs and D2-MSNs. Our results showed that the expression of D2-MSNs enriched markers (*Drd2*, *Adora2a* and *Penk*) in *Sp9* overexpressing mice was still significantly increased (Fig. 8a–c), especially in the lateral striatum, NAc and OT. As previously reported [7], MSNs in the striatum were produced in the ventricles and migrated over a long distance to the lateral striatum, NAc and OT, indicating that the earliest produced cells were the farthest away from the ventricles. We speculated that the early produced D1-MSNs were the first to be transformed into D2-like MSNs in *Sp9* overexpressing mice. Notably, the expression of D1-MSNs enriched genes (*Drd1, Tac1* and *Pdyn*) in *Sp9* overexpressing mice was robustly decreased, we even could not detect the mRNA of D1-MSNs enriched genes in *Dlx5/6-CIE; Rosa-Sp9-OE/* + mice, a very few remaining *Drd1*-positive cells distributed in the medial part of the striatum, suggesting that these cells were born relatively later (Fig. 8a–c).

**Fig. 8:**
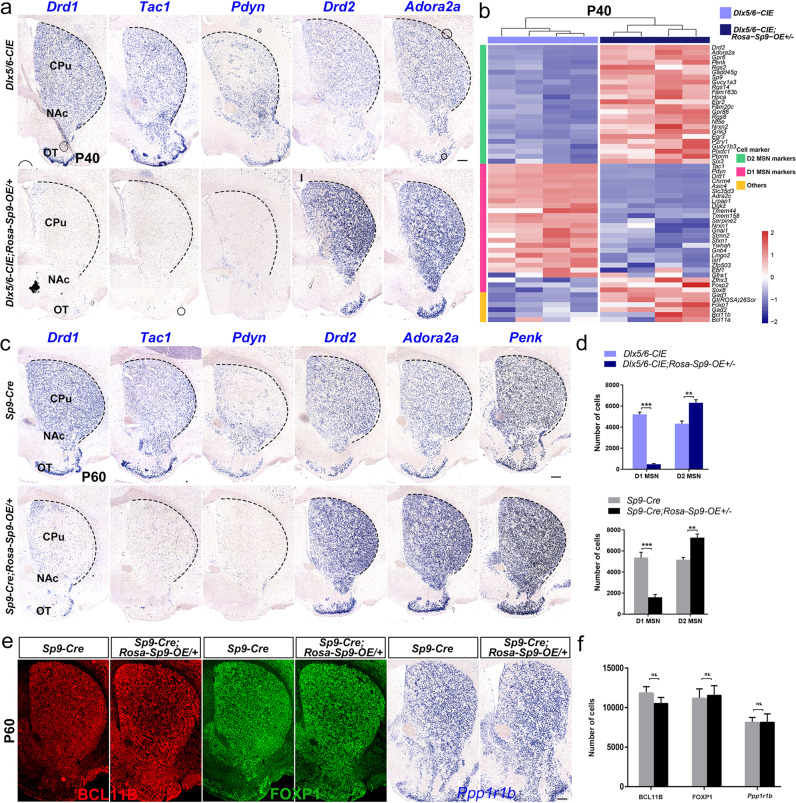
D2-like MSNs survive in the adult brain. **a**, **d** In situ RNA hybridization of *Drd1*, *Tac1*, *Pdyn*, *Drd2, Adora2a* and *Penk* showing that the number of D1-MSNs was decreased by ~91% and that the number of D2-MSNs was increased by ~46% in the striatum of the *Dlx5/6-CIE; Rosa-Sp9-OE/* + mice compared to the control mice at P40. **b** Heatmap showing the expression levels of MSN-enriched genes in the striatum of *Sp9-Cre; Rosa-Sp9-OE/*+ and *Sp9-Cre* striatum on P40 (obtained by bulk RNA sequencing). **c**, **d** In situ RNA hybridization showing that the number of D1-MSNs was decreased by ~71% and that the number of D2-MSNs was increased ~40% in the striatum of the *Sp9-Cre; Rosa-Sp9-OE/* + mice compared to control mice on P60, indicating that D2-like MSNs exhibit long-term survival. **e**, **f** The expression of BCL11B, FOXP1 and *Ppp1r1b* (three pan-striatal MSN markers) was similar in the *Sp9-Cre; Rosa-Sp9-OE/* + and control mice. (Student’s *t*-test, **p < 0.01, ***p < 0.001, *n* = 3, mean ± SEM). Scale bar: 250 µm in **e** for **a**, **c**, **e**.

Our statistical analysis further showed that the number of D1-MSNs in the *Sp9* overexpressing mice was significantly decreased, and the number of D2-MSNs was greatly increased in adult (Fig. 8d). More D2-like MSNs were transformed at this moment than that at P20. To further explore that if the total number of striatal MSNs was changed, we performed staining of Foxp1, BCL11B and *Ppp1r1b*. Finally, we did not see the difference of the total number of MSNs between *Sp9-Cre; Rosa-Sp9-OE/* + mice and control mice (*Sp9-Cre*) at P60 (Fig. 8e, f), indicating that most of the D1-restricted MSNs switched to becoming D2-like MSNs in adulthood. In summary, our findings suggested that the D2-like MSNs in *Sp9* overexpressing mice can survive normally in adulthood.

## Discussion

The correct specification and differentiation of striatal projection neurons are important for normal brain function, and defects in these processes underlie motor and cognitive impairment. Abundant cell types are generated from radial glial cells directly or indirectly through transit-amplifying progenitors in the subpallium. The heterogeneity of subpallial progenitors has been established, but further study is needed. Our scRNA-seq data showed that neural stem cells and their progeny constituted a majority of the cells in the LGE at E14.5. It is unclear whether D1-MSNs and D2-MSNs are generated through distinct lineages or through the same type of progenitor cells. our pseudo-time analysis showed that radial glial cells gave rise to several types of progenitor cells, which generate D1-MSNs or D2-MSNs. *Sp9*-positive progenitor cells form a bridge linking the radial glial cells and MSNs in the striatal development, suggesting that D1-MSNs and D2-MSNs were generated by common intermediate progenitors.

In the present study, we have provided evidences that *Sp9* was highly expressed in MSN progenitors, and both D1-MSNs and D2-MSNs were generated by *Sp9*-positive LGE progenitors. Furthermore, *Sp9* expressed at a high level in D2-MSNs and a low level in D1-MSNs in postmitotic stage. These observations indicated that the downregulation of *Sp9* in MSN progenitors involved in D1-MSN differentiation, raising the possibility that Sp9 may play a vital role in the fate switching between D1-MSNs and D2-MSNs and encouraging us to investigate the role of *Sp9* in D1-MSNs. Our findings further demonstrated that *Sp9* overexpression led to increase of D2-MSNs at the expense of D1-MSNs, as indicated by the significantly upregulated expression of D2-MSNs related markers and the profoundly reduced expression of D1-MSNs related markers. Taken together, we proved that the transcription factor *Sp9* play a vital role in the fate switching between D1-MSNs and D2-MSNs, and it was a negative regulator of D1-MSN development.

Recent studies have showed that *Zfp503* was expressed in most, if not all, striatal MSNs. However, conditional knock out of *Zfp503* selectively affected the specification of D1-MSNs and canonical D1-MSN markers were absent or severely reduced while D2-MSN markers were ectopically increased [35, 36]. This outcome is very similar to our results showing that *Sp9* overexpression in D1-MSN lineage cells suppressed the expression of mature D1-MSNs markers (*Drd1*, *Tac1*, *Pdyn* and *Chrm4*) and promoted the expression of mature D2-MSNs markers (*Drd2*, *Adora2a*, *Penk* and *Gpr6*). Notably, the expression of a majority of canonical D1-MSNs markers was severely reduced and that most of D2-MSNs markers, except *Gpr6* and *Arpp21*, was greatly increased at the embryonic stage in the *Zfp503* knock out mice [35, 36]. We observed that in the *Sp9* overexpressing mice, the increase of D2-MSNs markers was very mild at the embryonic stage but dramatic at postnatal stage, especially after P10. These results indicated that the D1-MSNs fate was not fully established as shown by the fact that only a limited expression of D1-MSNs enriched genes was changed. *Zfp503* may have cooperated with *Sp9* to regulate D1-MSNs fate determination, probably *Zfp503* directly repressed *Sp9* expression in D1-MSNs. In the other case, *Zfp503* knockout mice showed that *Six3*, a *Sp9* downstream gene in D2-MSNs development, was significantly increased in D1-MSNs where *Six3* was typically not expressed, indicating that *Zfp503* represses *Six3* expression in D1-MSNs [19]. *Six3* has been found to be specifically expressed in D2-MSNs and to regulate D2-MSN development [19, 22]. Thus, *Six3* and *Zfp503* are candidates for regulating striatal MSN specification. In addition, several transcription factors, such as *Ebf1*, *Isl1* and *Foxo1*, have been reported to regulate D1-MSN specification but show little or mild effects on D2-MSNs [31–33, 37–39]. In study on *Sp9* overexpressing mice, the expression of *Ebf1*, *Isl1* and some D2-MSNs enriched genes were not significantly changed at embryonic stage (data not shown). However, at the postnatal stage, *Ebf1* and *Isl1* expression were rapidly downregulated and the expression of D2-MSNs enriched genes was gradually increased. These results suggested that *Ebf1* and *Isl1* may antagonize the D2-MSN specification by repressing effects of *Sp9* at embryonic stage.

Previous studies have confirmed that the pathogenesis of Parkinson’s disease and Huntington’s disease is related to the abnormal function of two projection loops in the striatum. Although functional studies have revealed distinct roles for D1-MSNs and D2-MSNs, the production and specification of D1-MSNs and D2-MSNs remain largely uncharacterized. Therefore, studying the development of the basal ganglion loop and exploring its molecular mechanism may provide a theoretical basis for further understanding the occurrence and development of clinical neurodevelopmental diseases. Our findings lay the foundation for understanding the function of the striatum and the pathogenesis of neurodevelopmental diseases.

## Materials and methods

### Animals

All animal experiments described in this study were approved in accordance with institutional guidelines at Fudan University Shanghai Medical College. In this study, mice that conditionally overexpressed *Sp9* were generated by knocking in an expression vector containing *CAG promoter-Flox-LacZ-STOP-Flox-Sp9 CDS-PolyA* into the *Rosa26* locus. With this strategy, the SP9 protein was continuously expressed in CRE recombinase-positive cells. In mice failing to express CRE recombinase, this vector would cause β-galactosidase but not the SP9 protein to be ubiquitously expressed. We described *Sp9-Cre* knock-in mice, *Dlx5/6-CIE* mice and *Rosa-YFP* mice in our previous reports [20, 29, 40]. Mice with mixed C57BL/6J, 129S6, and CD1 backgrounds were obtained. The morning on which a vaginal plug was detected was designated as embryonic day 0.5 (E0.5) and the day of birth was recorded as postnatal day 0 (P0).

### Immunohistochemistry and histochemistry

Immunohistochemistry and 5-bromo-4-chloro-3-indoyl-D-galactopyranoside (X-gal) staining were performed as previously described [20, 41]. Tissues were sliced into to 12 or 20 μm thick sections. The following primary antibodies were used to perform immunofluorescence labeling: mouse anti-CRE (Millipore, 69050-3), rabbit anti-EBF1 (Merck, AB10523), rabbit anti-ISL1 (Abcam, ab20670), chicken anti-GFP (AVES Labs, GFP-1020), rat anti-BCL11B (Abcam, ab18465), rabbit anti-FOXP1 (Abcam, ab16645) and rabbit anti-SP9 (1:500) [20]. Alexa Fluor 488-, Cy3- or 647-conjugated secondary antibodies were purchased from Jackson ImmunoResearch.

### In situ RNA hybridization

Digoxigenin-labeled riboprobes were generated and performed in situ hybridization on 20 μm cryostat sections as previously described [20, 41]. The riboprobes were generated by the following primers:

*Drd2* Forward: CGGGAGCTGGAAGCCTCGA

*Drd2* Reverse: TGCAGGGTCAAGAGAAGGCCG

*Adora2a* Forward: ATGGGCTCCTCGGTGTACATCATG

*Adora2a* Reverse: TCAGGAAGGGGCAAACTCTGAAGAC

*Drd1* Forward: ATGGCTCCTAACACTTCTACCATGG

*Drd1* Reverse: TCAGGTTGAATGCTGTCCGCTGTG

*Tac1* Forward: CCCCTGAACGCACTATCTATTC

*Tac1* Reverse: TAGAGTCAAATACCGAAGTCTCAG

*Isl1* Forward: TACGGGATCAAATGCGCCAA

*Isl1* Reverse: ACTCAGTACTTTCCAGGGCG

*Ppp1r1b* Forward: CCAGACACCCCAAGAACG

*Ppp1r1b* Reverse: GTGCCCAGGGGAGAGAAT

### RNA-seq

RNA-sequencing (RNA-seq) was performed at several developmental stages: on E16.5 with LGE, on P20 and P40 with striatum (*n* > = 3 for each group). Tissues were carefully dissected from the brains of mice exhibiting conditional *Sp9* overexpression (*Dlx5/6-CIE; Rosa-Sp9-OE/*+ or *Sp9-Cre; Rosa*-*Sp9-OE/*+ mice) and respective littermate controls (*Dlx5/6-CIE* or *Sp9-Cre*). Total RNA was purified with a Mini RNA isolation kit (Zymo) followed by library generation according to the manufacturer’s protocol (Illumina TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero Mouse). Fragment size distribution was assessed using a Bioanalyzer 2100. The concentration of the libraries was measured using a Kapa library quantification kit. The purified libraries were sequenced on a HiSeq 4000 platform. Levels of gene expression were reported in fragments per kilobase of exon per million fragments mapped (FPKM). Significantly differentially expressed genes were defined on the basis of a false detection rate (FDR) < 0.05. Differentially expressed genes were shown in a heatmap calculated with R language software.

### Tissue processing for single-cell RNA sequencing (scRNA-seq)

Embryonic mouse (E14.5) brains were quickly collected and placed in HBSS. The LGE was dissected and incubated in 1 mg/ml papain in HBSS for 20 min at 37 °C. The tissues were gently dissociated into a single-cell suspension by pipetting. Cells were centrifuged and washed twice, filtered through Flowmi Tip 40 μM strainers, and resuspended in HBSS + 0.04% BSA. Cell viability was assessed by trypan blue exclusion, and the cell concentration was adjusted for targeted sequencing of 10,000 cells/sample using a Chromium droplet-based sequencing platform (10X Genomics) Single Cell 30 Reagent Kits v3 protocol to prepare the libraries following the manufacturer’s instructions. The libraries were generated according to the manufacturer’s instructions and sequenced on an Illumina Hiseq4000. The raw data were processed and analyzed as previously described [21].

### Image acquisition

An Olympus BX 51 microscope or an Olympus FV1000 confocal laser scanning microscope system was used to collect images. All images were taken of approximately similar sections across samples. *Z*-stack confocal images were reconstructed with FV10-ASW software. All images were merged and optimized using Adobe Photoshop software.

### Quantification and statistics

At least three animals (randomized and assessed in a blinded manner) were used to obtain statistically significant data in each experiment. Student’s *t*-test was performed for two-group comparisons, and one-way ANOVA followed by Tukey’s post-hoc test was performed for comparisons of more than two-groups. For quantification of *Drd1-* and *Drd2*-positive cells in the striatum on P10, P20, P40 and P60, four 20 μm thick coronal sections from the rostral, intermediate, and caudal levels of the striatum were analyzed (*n* = 3 mice per group). We counted all *Drd1-* and *Drd2*-positive cells in the striatum. Brain regions were identified using a mouse brain atlas, and sections equivalent to the following bregma coordinates were assessed (in mm): the most rostral section, 1.18; the most caudal section, −0.10. Data are presented as the number of *Drd1-* and *Drd2*-positive cells per section for each striatum. For quantification of FOXP1-, BCL11B- and *Ppp1r1b*-positive cells in the mouse striatum on P60, four 20 μm thick coronal sections from the rostral, intermediate, and caudal levels of the striatum were selected (*n* = 3 mice per group). We used ImageJ software to count the number of FOXP1-, BCL11B-, and *Ppp1r1b*-positive cells in each striatum. Brain regions were identified using the mouse brain atlas, and sections equivalent to the following bregma coordinates were assessed (in mm): the most rostral section, 1.18; the most caudal section, −0.10. Data are presented as the number of FOXP1-, BCL11B- and *Ppp1r1b*-positive cells per section for each striatum. The cut-off for determining significance was *p* < 0.05 (*p < 0.05, **p < 0.01, and ***p < 0.001). The results were presented as the means ± SEM.

## Supplementary information

Table 1

## Data Availability

Bulk RNA-Seq and scRNA-Seq data are available from the Gene Expression Omnibus (GEO) database under accession number GSE202551.

How the deposited data were processed for this re-analysis (not part of the article)

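Gene expression was measured by bulk RNA-seq in 6 libraries of the E16.5 mouse LGE, 3 of *Dlx5/6-CIE* and 3 of *Dlx5/6-CIE; Rosa-Sp9-OE/+*. Conditions and replicate numbers come from the submitters' sample labels. The paper's methods name a stranded total RNA kit with removal of ribosomal RNA, report levels in FPKM and define changed genes by a false discovery rate under 0.05. The submitters' processing notes name the genome build mm10, and the aligner, the counting tool and their versions are not given in the sources used here.

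The authors deposited 1 value per gene and library for 15168 genes. These deposited values are CPM and not FPKM, since within a library 1 step serves genes of every length, and at least 99.97% of values are whole multiples of it within rounding. The sum of CPM over the listed genes ran from 965678 to 1014636, so the authors divided by an effective library size and not by the plain total. The authors also deposited the mean log2 CPM, the log2 fold change and the p-value and adjusted p-value of their own comparison, whose tool is not given in the sources used here. That comparison drew on values other than those of the 6 libraries: *Gm13695* is at 0 in all 6 and has a deposited log2 fold change of 8.04. Its values are used here only where the authors' deposited table is named.

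Reads were recovered by dividing each CPM by the value of 1 read, which gave 19410365 to 22174028 reads in listed genes per control library and 21767904 to 25126847 per overexpression library. Replicates were compared by a chi-square of recovered reads, which ran from 5.74 to 17.55 per degree of freedom within groups, so none was a repeat of another. The 10 most abundant genes held 4.27 to 4.53% of the reads in each library.

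Genes were kept at 0.5 CPM or more in at least 3 libraries, which left 15102. Fold changes and p-values come from limma 3.58.1 in R 4.3.3, with an intensity trend in eBayes, on log2(CPM + 0.5), with genotype as the only term, two-sided, with Benjamini-Hochberg adjustment over all genes kept and a threshold of 0.05. Count models are only alternatives, since the file holds no counts: edgeR 4.0.16 (quasi-likelihood test with TMM factors) and DESeq2 1.42.0, both on recovered reads. Values after ± are SDs of CPM over libraries. The procedure was tested on simulated data drawn from the means, dispersions and sizes of these libraries, with 200 of 15102 genes changed. There limma recovered 79% of those changed by 2 times and 52% of those changed by 1.5 times, with 6 unchanged genes called. For edgeR the values were 77% and 53%, with 5. Each gene was drawn independently, without differences between libraries that many genes share, such as those that go with *Xist*. These shares may therefore overstate what could be recovered here, where *Drd1*, at -1.62 on the log2 scale, had an adjusted p of 0.523 from limma.

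For cell types and pathways, 22 gene lists were fixed before the data were examined. Their members were counted at the threshold over all genes and adjusted over the list alone. Shifts of 21 lists with at least 3 measured genes were tested by camera with an inter-gene correlation preset to 0.01, adjusted over the 21, and again with an estimated correlation and with fry, which tests whether the genes of a list move one way on balance. Genes within 10 Mb of *Gt(ROSA)26Sor* were tested by Fisher's exact test. Coordinates are from GENCODE M21 on GRCm38 (mm10), in which 15137 of the listed genes have a place.

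Genes named in the text are those the paper names for MSN identity, progenitors or the allele, genes of Fig. 6c, members of a list given as its examples, and up to 10 genes each with the largest rise or fall among those past the threshold with a mean of at least 1 CPM, no overlap between the groups, and no predicted-gene or pseudogene symbol. Of the 4 genes past the threshold, 3 are pseudogenes and 1 is not reported here, and neither are some other genes. Genes named outside this rule are said to be chosen after their values were seen.

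Alternatives were the replicate number as a block, each library left out, no filter on low values and a filter at 1 CPM, pseudocounts of 0.1 and 1, median-of-ratios scaling, both count models, an adjusted p under 0.01 and the authors' deposited p-values adjusted over the genes kept. After the data were seen, the *Xist* level as a covariate, edgeR's likelihood ratio test, and an unadjusted p under 0.01 for the test near *Gt(ROSA)26Sor* were added. The single-cell data, the *Sp9-Cre* libraries and the postnatal libraries of the paper were not analysed here.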

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

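The tests of a linked segment, of the inserted cassette and of reads shared with parent genes were chosen only after the result was seen.

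*Rpsa-ps10* and *Rpl14-ps1*, which the paper does not discuss, were higher in *Dlx5/6-CIE; Rosa-Sp9-OE/+* by 5.52 and 1.78 on the log2 scale in limma, and *Gm13394* was lower, with a log2 fold change of -0.995. Each is a processed copy of another gene, and in 2 of the 3 pairs the parent moved the other way without overlap between the groups, too few to settle whether reads were shared with the parent. *Rpsa-ps10* went from 4.95 ± 0.482 to 249 ± 10.1 CPM (SD, n = 3 each) while *Rpsa* went from 1086 ± 36 to 898 ± 18.3 CPM (SD, n = 3 each), and *Rpl14-ps1* went from 2.13 ± 0.381 to 8.52 ± 0.992 CPM while *Rpl14* went from 361 ± 20.7 to 323 ± 6.45 CPM (SD, n = 3 each). *Rpl14-ps1* is less firm, since its call by limma was lost with the replicate block, without control replicate 2, without overexpression replicate 1 or 2 and with *Xist* as a covariate (adjusted p up to 0.395), while *Rpsa-ps10* and *Gm13394*, whose parent *Gapdh* overlapped between the groups, passed in every setting run. A sequence difference between the groups in the parent genes is one candidate explanation that the deposited values cannot settle, and the 10 splits of 6 libraries are too few for a share under 0.05, with 4 genes called in the real split and 1 in the highest other.

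Within 40 Mb of *Gt(ROSA)26Sor* on chromosome 6, 24 of 440 genes had an unadjusted p under 0.01 from limma, 17 higher and 7 lower, which the paper does not report. On the other chromosomes 112 of 14326 had, with the highest shares on chromosomes 17 (19 of 711) and 9 (16 of 876). The paper's methods describe mice of mixed genetic background, and a difference in background between the groups was not tested. None of the 24 genes passed 0.05 over all genes in limma, though 14 of the 440 had a deposited adjusted p under 0.05. The planned test, of genes past that threshold within 10 Mb, had 0 of 122 genes inside the window. An effect limited to 1 Mb around the inserted cassette does not account for the spread of these genes. From 1 to 40 Mb away 23 of 408 genes had an unadjusted p under 0.01, and within 1 Mb 1 of 32 had. The test of the former against other chromosomes (Fisher's exact p = 2.47e-12) uses genes of the pattern itself and adds no independent evidence. *Gapdh*, the parent of *Gm13394*, also lies in this region of chromosome 6, from 125161715 to 125166467. *Ncapd2*, 1 of the 24 genes, starts close by at 125168007. Whether this position bears on the change of *Gm13394* was not tested. *Plxnd1*, which the paper names as a D1-MSN gene, is also 1 of the 24 genes, so its lower level cannot be told apart from this pattern. A linked segment of chromosome carried with the targeted allele stays open, since the count from 10 to 40 Mb away (18 of 318 genes, *Ncapd2* among them, Fisher's exact p = 4.05e-10) uses genes of the pattern itself and restates it. An action of *Sp9* on these genes was not tested, and the 10 splits are too few for a share under 0.05, with 24 genes in the real split and 11 in the highest other.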

How the results depend on the processing

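The replicate numbers gave no clear sign of pairing. Same-numbered libraries deviated with correlations of -0.10, 0.20 and 0.08, and 3 of 6 libraries correlated best with their own number. With 3 libraries per group this cannot exclude a pairing, and the paper's methods describe littermate controls. With the replicate block limma called 3 genes, and the *Gad1* call over the pan-MSN list alone was lost (0). Tests of counts on deposited counts (DESeq2, RLE factors, voom) were not run, since the file holds CPM; both count models were run on recovered reads. The cause of the changes below was not tested, except that fewer libraries or genes enter some fits. Leaving out control replicate 3 leaves only controls with high *Xist*, so the calls gained there include *Xist* and other sex-linked genes. *Xist* as a covariate, the likelihood ratio test and an unadjusted p under 0.01 near *Gt(ROSA)26Sor* were chosen after seeing the data.

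Genes higher and lower, 3 and 1 by limma, were 20 and 14 by DESeq2, 16 and 17 by edgeR's likelihood ratio test, 31 and 30 with the authors' deposited p-values, and 2 lower with a pseudocount of 0.1; leaving out 1 library gave 2 to 13 higher and 1 to 3 lower. Calls gained among the MSN and allele genes named in the text were, as log2 fold changes by DESeq2, *Sp9* 0.75, *Gt(ROSA)26Sor* 0.82, *Drd1* -1.85, *Gucy1a3* 0.52, *Adora2a* 1.13, *Gucy1b3* 0.69, *Gria1* 0.58 and *Gad1* 0.37; by the likelihood ratio test, *Gt(ROSA)26Sor* 0.81, *Drd1* -1.85, *Gucy1a3* 0.52, *Adora2a* 1.12 and *Gucy1b3* 0.68; without control replicate 1, *Gt(ROSA)26Sor* 0.73, *Gria1* 0.77 and *Ppp1r1b* 1.15; by the quasi-likelihood test, *Gt(ROSA)26Sor* 0.81; and in the authors' deposited table, *Gt(ROSA)26Sor* 0.80, *Drd1* -2.04, *Plxnd1* -0.45, *Gucy1a3* 0.48, *Adora2a* 0.92, *Gucy1b3* 0.63, *Ptprm* 0.59, *Gria1* 0.53 and *Foxp2* 0.30. Leaving out 1 library gave 0.73 to 0.86 for *Gt(ROSA)26Sor*, -0.73 to 0.0781 for *Tac1*, -0.35 to 0.14 for *Pdyn* and -0.101 to 0.0529 for *Isl1*; with *Xist* as a covariate *Tac1* was 0.0073 and *Pdyn* 0.20, and the authors' deposited *Isl1* was 0.0107.

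Over all genes, DESeq2 called 1 D1-MSN gene lower, 3 D2-MSN genes higher and 1 pan-MSN gene higher, the likelihood ratio test 1 and 3, and the authors' deposited p-values 2 and 4; leaving out 1 library gave 0 to 2 pan-MSN genes. Adjusted over the list alone, leaving out 1 library gave 1 to 3 D1-MSN, 0 to 9 D2-MSN and 0 to 11 pan-MSN genes, the *Xist* covariate 0, 0 and 0, and the authors' p-values 2 pan-MSN genes. The adjusted p of the D1-MSN list shift ran from 8.63e-05 to 0.774 on leaving out 1 library and was 0.63 with *Xist*, 0.593 with an estimated correlation and 0.575 by fry; the last 2 were 0.56 and 0.568 for D2-MSN and 0.56 and 0.575 for pan-MSN genes. Shifts that changed direction had, on leaving out 1 library, adjusted p of 0.0886 to 0.949 (MGE), 2.25e-07 to 0.803 (pyramidal), 0.0702 to 0.829 (septum), 0.145 to 0.917 (red blood cell), 0.146 to 0.595 (retinoic acid), 0.122 to 0.781 (axon guidance) and 0.049 to 0.394 (mitochondrial); with *Xist*, 0.554 (MGE), 2.9e-09 (pyramidal), 0.479 (septum), 0.554 (retinoic acid) and 0.276 (sex-linked); and by DESeq2, 0.956 (red blood cell) and 0.311 (sex-linked). Near *Gt(ROSA)26Sor* 6 genes had an unadjusted p under 0.01.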

Differences from the paper's values

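The paper states that *Drd1*, *Tac1*, *Plxnd1* and *Slc35d3* were decreased in *Dlx5/6-CIE; Rosa-Sp9-OE/+* LGE. All 4 had lower means here, and none passed an adjusted p under 0.05 in limma, the study's stated threshold (adjusted p = 0.523, 0.819, 0.788 and 0.788). *Drd1* passed with DESeq2 on recovered reads (adjusted p = 4.53e-05), with the authors' deposited p-values adjusted over the genes kept (adjusted p = 3.87e-09), and with edgeR's likelihood ratio test (adjusted p = 0.000349), which was chosen after seeing the values and leaves the other 3 uncalled. Over all genes *Plxnd1* passed only with the authors' deposited p-values (adjusted p = 0.0276, in a range up to 1 over all alternatives), and *Tac1* and *Slc35d3* passed in no setting run (adjusted p = 0.26 and 0.548 in the authors' deposited table). Adjusted over the D1-MSN list alone, *Drd1* and *Plxnd1* passed in limma (adjusted p = 0.00831 and 0.0262), *Tac1* passed only with the authors' deposited p-values (adjusted p = 0.0139, against 0.613 in limma), and *Slc35d3* passed in no setting run (adjusted p = 0.0747 at the lowest). *Plxnd1* was lost over that list without control replicate 1 (0.0656) or overexpression replicate 2 or 3 (0.116 and 0.0934), and with *Xist* as a covariate, chosen after seeing the values, none of the 4 passed over the list alone. The log2 fold changes in that fit were -1.38 for *Drd1*, -0.37 for *Plxnd1*, -0.35 for *Slc35d3* and 0.0073 for *Tac1*. It rests on control replicate 3 as the only control with low *Xist*, so lost calls there do not by themselves show that sex accounts for the differences.

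The paper states that *Drd2*, *Grik3*, *Gucy1a3* and *Penk* were significantly increased. All 4 had higher means here and none passed in limma (adjusted p = 0.788 for each). *Gucy1a3* passed with DESeq2 (adjusted p = 0.00375), with the authors' deposited p-values adjusted over the genes kept (adjusted p = 0.00156), and with edgeR's likelihood ratio test (adjusted p = 0.0194), chosen after seeing the values, which leaves the other 3 uncalled. *Drd2*, *Grik3* and *Penk* passed over all genes in no setting run (adjusted p = 0.109, 0.113 and 0.784 in the authors' deposited table). Adjusted over the D2-MSN list alone, *Drd2*, *Grik3* and *Gucy1a3* passed in limma (adjusted p = 0.0301, 0.0213 and 0.0129) and *Penk* did not (0.171), although it did without control replicate 1 (0.0262). On leaving out 1 library over that list, *Drd2* was lost without control replicate 2 or 3 (0.115 and 0.0778) or overexpression replicate 2 or 3 (0.0617 and 0.0726), *Grik3* without control replicate 2 (0.0865) or overexpression replicate 2 (0.0556), and *Gucy1a3* without control replicate 2 (0.0568). With *Xist* as a covariate, chosen after seeing the values, *Drd2*, *Grik3*, *Gucy1a3* and *Penk* did not pass over the list alone (0.144, 0.291, 0.115 and 0.346). Their log2 fold changes in that fit were 1.15, 0.27, 0.49 and 0.43 in that order. Here too the fit rests on control replicate 3, so the lost calls do not by themselves show that sex accounts for the differences.

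The paper states that the peaks over exons 1 and 2 of *Sp9* were much higher in the overexpression group. Coverage of exons was not analysed here. The gene-level mean was 1.68 times the control mean, it did not pass over all genes in limma (adjusted p = 0.788) or in the authors' deposited table (adjusted p = 0.238), and it passed with DESeq2 (adjusted p = 0.00669).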

Other observations

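The tests of tissue share and sex for the D2-MSN and D1-MSN lists were chosen only after the result was seen.

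Microglial genes had lower group means in overexpression, mainly from replicates 2 and 3: all 8 on the list, among them *Cx3cr1*, *Csf1r*, *Tyrobp* and *C1qa*, had lower means, with a median log2 fold change of -0.89 (camera adjusted p = 5.49e-05, but adjusted p = 0.56 with an estimated correlation). None passed limma over all genes, 2 had an unadjusted p under 0.05, and edgeR and DESeq2 called 0. The mean log2 level of the list was 5.01, 4.58 and 3.14 in overexpression replicates 1, 2 and 3 and 4.88 to 5.32 in the controls, so replicate 3 stands lowest and replicate 1 within the control range. The p53 and apoptosis list was likewise lowest there, at 3.94 against 4.45 to 4.78 in the other libraries (camera adjusted p = 0.0083, adjusted p = 0.579 with an estimated correlation), with 8 of 9 genes lower by value. Among immediate early and stress genes, 8 of 9 were lower by value, and the heat shock gene *Hspa1a*, at 2.03 ± 0.458 CPM in the controls and 0.887 ± 0.133 CPM in the overexpression group (SD, n = 3 each), was lower adjusted over the list alone (camera adjusted p = 0.00924, adjusted p = 0.56 with an estimated correlation). The camera call of the p53 list was lost without overexpression replicate 3 (adjusted p = 0.15) or control replicate 3, and that of the stress list without control replicate 1 (0.255) or overexpression replicate 3.

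Genes of dividing cells and progenitors had slightly lower means: 13 of 14 cycling cell genes (median log2 fold change -0.14, camera adjusted p = 0.000466), 9 of 12 LGE intermediate progenitor genes (-0.12, adjusted p = 0.0394) and 8 of 11 radial glia genes (-0.11, adjusted p = 0.0633). With an estimated correlation the adjusted p was 0.593, 0.678 and 0.678. The cycling cell call was lost without control replicate 3 (adjusted p = 0.0702), and the LGE intermediate progenitor call without control replicate 3 (0.815), control replicate 2 or overexpression replicate 2 or 3. *Gsx1*, a progenitor transcription factor, was at 8.94 ± 1.71 and 6 ± 0.736 CPM and *Dlx2* at 346 ± 40.6 and 334 ± 8.68 CPM (SD, n = 3 each). Oligodendrocyte precursor genes (5 of 5 lower by value, camera adjusted p = 0.0083) and endothelial genes (7 of 9, adjusted p = 0.0394) were also shifted down, with an adjusted p = 0.56 with an estimated correlation for both, and only the endothelial list passed fry (adjusted p = 0.0206). Their camera calls were lost without control replicate 1 (adjusted p = 0.0826 and 0.122) or overexpression replicate 3, and the endothelial call also without control replicate 3 or overexpression replicate 1. Camera found no shift at 0.05 for mural and fibroblast (adjusted p = 0.0645), mitochondrial (0.2), MGE and interneuron (0.373), septum and amygdala (0.373), cortical pyramidal neuron (0.448), retinoic acid (0.448), dorsal LGE (0.505), axon guidance (0.656) and red blood cell genes (0.841). On leaving out 1 library a call was gained for radial glia without control replicate 1 (adjusted p = 0.00189) or overexpression replicate 2, for mural and fibroblast genes without overexpression replicate 2 (0.0232), for mitochondrial transcripts without overexpression replicate 1 (0.049) and for cortical pyramidal neuron genes without control replicate 3 (2.25e-07). The sex-linked list, with 4 of 5 genes higher by value, had a camera adjusted p of 0.014, an adjusted p = 0.56 with an estimated correlation and an adjusted p = 0.17 without control replicate 1. The gene lower by value is *Xist*, which moves against the rest of the list, so a test of 1 direction describes it poorly. Its values follow the unbalanced sex of the libraries and are not read as an effect of genotype. Of the choroid plexus and ependyma list only *Foxj1* was measured, at 15.8 ± 2.98 and 15.7 ± 0.921 CPM (SD, n = 3 each).

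The paper states for *Sp9* overexpressing mice, without naming the cross, that *Ebf1*, *Isl1* and some D2-MSN genes were not significantly changed at the embryonic stage. In these libraries *Ebf1* was at 174 ± 17.8 and 190 ± 21.8 CPM and *Isl1* at 127 ± 2.77 and 127 ± 14.9 CPM in control and overexpression (SD, n = 3 each). The log2 fold changes from limma were 0.13 for *Ebf1* (standard error 0.10, adjusted p = 0.802) and -0.01 for *Isl1* (standard error 0.08, adjusted p = 0.986). They were 0.32 for *Six3* (standard error 0.13, adjusted p = 0.788), 1.04 for *Gpr6* (standard error 0.40, adjusted p = 0.788) and 0.06 for *Arpp21* (standard error 0.31, adjusted p = 0.971). Leaving out 1 library gave 0.16 to 0.40 for *Six3* and 0.68 to 1.51 for *Gpr6*. *Arpp21* was at 67.7 CPM in control replicate 1 and at 28.6 and 28.1 CPM in the other controls, against 35.1 to 42.3 CPM in the overexpression group.

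The mean log2 level of D2-MSN genes minus that of D1-MSN genes was 0.73 higher in the overexpression group, against a within-group SD of 0.14, and 0.65 to 0.84 higher on leaving out 1 library. The lower mean of the D1-MSN list comes mainly from control replicate 1: the mean log2 level was 5.05, 4.56 and 4.59 in the controls and 4.53, 4.41 and 4.55 in the overexpression libraries, its camera adjusted p was 0.774 without that control, and with an estimated correlation the adjusted p was 0.593 for the D1-MSN and 0.56 for the D2-MSN list. Whether the overexpression dissections held a larger share of striatal tissue cannot be told from the difference of 0.73. Both lists hold genes that the paper names from these libraries as changed in these directions, so its sign was partly set in advance. That a larger share would raise both lists alike was not tested either. With *Xist* as a covariate the difference was 0.68 (standard error 0.19). That fit cannot settle whether the sex of the embryos is the whole cause. It uses the same lists and rests on control replicate 3 as the only control with low *Xist*. An effect of *Sp9*, the biological explanation the design gives, remains open as a hypothesis, and the 10 splits are too few for a share under 0.05: the difference was 0.43 in the highest other split, the unadjusted camera p was 3.22e-09 for the D2-MSN list against 1.73e-06 in the closest other split, and for the D1-MSN list it was 0.00257 against 2.88e-06, with 5 of 10 splits as extreme.

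*Scrn3*, chosen after its values were seen, lies on chromosome 2 from 73312601 to 73337818, 27.9 kb beyond *Sp9*. It was at 69.5, 74.2 and 70.8 CPM in the controls and at 83.4, 7.93 and 6.65 CPM in overexpression replicates 1, 2 and 3, and *Sp9* was at 178, 268 and 305 CPM in those replicates. The genetic background of chromosome 2 around both genes was not tested, so the *Sp9* values are not read here as transgene expression alone.

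By chromosome, genes with an unadjusted p under 0.01 made up 3.22% of those tested on chromosome 6, 2.67% on chromosome 17 and 1.83% on chromosome 9, and 1.45% or less on every other. The parents *Rpsa* and *Rpl14* lie 0.439 Mb apart on chromosome 9, and the parent *Gapdh* lies on chromosome 6. In a test chosen after the values were seen, 2 of 120 genes within 10 Mb of *Rpsa* had such a p (Fisher's exact p = 0.295).

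For the *Sp9-Cre; Rosa-Sp9-OE/+* cross, the paper's log2 fold changes in the rows of Table 1 used here are -0.96 for *Gm13394*, 1.15 for *Gt(ROSA)26Sor*, -1.34 for the processed pseudogene *Gm7336* and 0.73 for *Ncapd2*. In the *Dlx5/6-CIE* cross, limma gave -0.995, 0.80, -0.63 and 0.49 for these genes, of which *Gm7336* and *Ncapd2* were chosen after their values were seen. *Rpsa-ps10* and *Rpl14-ps1* were also looked up in the rows used and not found there. Those rows favour genes with low p-values in the *Sp9-Cre* cross, so the genes found in them are a selected set.

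The authors' deposited table lists 68 genes with an adjusted p under 0.05, 35 higher and 33 lower. Its log2 fold change for *Xist* is -1.31, and that of limma over the 6 libraries is -6.69.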
